# Differential effects of HIF2α antagonist and HIF2α silencing in renal cancer and sensitivity to repurposed drugs

**DOI:** 10.1186/s12885-021-08616-8

**Published:** 2021-08-05

**Authors:** Esther Arnaiz, Ana Miar, Esther Bridges, Naveen Prasad, Stephanie B. Hatch, Daniel Ebner, Charles H. Lawrie, Adrian L. Harris

**Keywords:** HIF2α, Renal cancer, EMT, Drug resistance

## Abstract

**Background:**

In clear cell renal cell carcinoma, 80% of cases have biallelic inactivation of the *VHL* gene, leading to constitutive activation of both HIF1α and HIF2α. As HIF2α is the driver of the disease promoting tumour growth and metastasis, drugs targeting HIF2α have been developed. However, resistance is common, therefore new therapies are needed.

**Methods:**

We assessed the effect of the HIF2α antagonist PT2385 in several steps of tumour development and performed RNAseq to identify genes differentially expressed upon treatment. A drug screening was used to identify drugs with antiproliferative effects on *VHL-*mutated HIF2α-expressing cells and could increase effectiveness of PT2385.

**Results:**

PT2385 did not reduce cell proliferation or clonogenicity but, in contrast to the genetic silencing of HIF2α, it reduced in vitro cell invasion. Many HIF-inducible genes were down-regulated upon PT2385 treatment, whereas some genes involved in cell migration or extracellular matrix were up-regulated. HIF2α was associated with resistance to statins, addition to PT2385 did not increase the sensitivity. Conclusions: this study shows key differences between inhibiting a target versus knockdown, which are potentially targetable.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-021-08616-8.

## Background

Renal cell carcinoma (RCC) is amongst the 10 most common cancers [1]. The most common subtype of RCC is clear cell RCC (ccRCC, 70–85% of cases), characterised by high vascularity and showing lipid and glycogen accumulation in the cytoplasm [2]. Most ccRCC cases present biallelic inactivation of the von Hippel Lindau (*VHL*) tumour suppressor gene. Under normal oxygen conditions, VHL polyubiquitinates hypoxia-inducible factor 1 alpha (HIF1α) and 2 alpha (HIF2α) targeting them for proteasomal degradation, but in the absence of VHL, HIFα subunits can translocate to the nucleus, dimerize with HIF1β and transactivate the expression of their downstream genes [3]. Both HIF1α and HIF2α appear to be involved in ccRCC initiation, however, they have contrasting roles as the disease develops [4]. In contrast to other cancers, in ccRCC HIF1α functions as a tumour suppressor by attenuating tumour cell growth, whereas HIF2α promotes tumour development [4, 5]. This is partially achieved by the opposing effects on the oncogene MYC, with HIF2α enhancing MYC activity and the consequent alteration in the DNA methylation patterns, whereas HIF1α impairs MYC activity [6, 7]. Additionally, HIF pathway deregulation due to *VHL* mutation leads to ccRCC angiogenesis, and therefore, to the characteristic high vasculature of this tumour type [8]. Similarly, HIFs regulate every step of the metastatic process: from cell acquisition of motile and invasive phenotype (epithelial to mesenchymal transition, EMT), to inhibition of anoikis and later establishment of the premetastatic site prior to clonal expansion [9, 10]. Epigenetic alterations such as DNA methylation can regulate HIF2α-induced expression of metastatic genes in ccRCC [11], and superenhancer formation in inflammatory ccRCC cells promotes neutrophil-dependent lung metastasis [12]. Overall, HIF2α promotes metastasis in RCC [13, 14], and high HIF2α mRNA and protein levels in tumour tissue is associated with shorter survival [15].

Due to HIF2α involvement in ccRCC progression, drugs targeting HIF2α have recently been developed. Scheuermann et al. showed that small-molecule ligands such as PT2385, PT2399 and PT2977 can bind to a large hydrophobic cavity in the PAS-B domain of HIF2α, induce a conformational change, avoid the heterodimerization with HIF1β and finally impair the activation of downstream target gene expression [16–18]. PT2385 treatment inhibited the expression of HIF2α target genes in ccRCC cell lines and tumour xenografts and it promoted tumour regression faster than sunitinib [19], as did PT2399 [20]. In addition, PT2399 was demonstrated to reduce lung metastasis in animal models *in vivo* [21]. A phase I trial in previously treated patients showed that PT2385 was well tolerated and had a favourable safety profile, as no dose-limiting toxicities were observed at any dose level tested [22]. However, evaluation of the pharmacokinetic profiles of PT2385 showed that a significant proportion of patients were underexposed. These results promoted the development of the second-generation HIF2α antagonist PT2977 with the aim of improving PT2385’s variable and dose-limited pharmacokinetics resulting from extensive metabolism of PT2385 to its glucuronide metabolite [23].

Nevertheless, long term exposure to these HIF2α inhibitors generates resistance via mutations in the HIF2α binding pocket or in the heterodimerization partner HIF1β [20, 24]. Therefore, it is necessary to use a different approach to discover drugs against this malignancy. Statins (small-molecule inhibitors of the 3-hydroxy-3-methyl-glutaryl-coenzyme A (HMG-CoA) reductase (HMGR), the rate limiting enzyme of the mevalonate pathway) are reported to be differentially toxic for VHL-defective ccRCC cell lines [25], suggesting that repurposing well-known and well-characterized drugs could provide a novel therapeutic strategy to target ccRCC combined with PT2385, as statins have long been used to reduce cholesterol levels [26].

We investigated the effects of PT2385 in ccRCC by analysing migration, invasion, the clonogenic potential and the alteration in gene expression. In addition, we evaluated the effect of the drugs in the Pharmakon 1600 library to identify currently used or approved drugs with possible additive effects in the treatment of ccRCC.

## Methods

### Cell culture and cell transfection

Both 786–0 cells (obtained from the American Type Culture Collection (ATCC®), CRL-1932™) and RCC4 cells, gift from W. Kaelin [27], were cultured in DMEM low glucose medium (1 g/L) supplemented with 10% FBS no longer than 20 passages. They were mycoplasma tested every 3 months and all of them were authenticated using DNA STR analysis. 786–0 wild type (786–0 WT) cell line is *VHL* defective and contains an inactivating mutation in *HIF1α* gene, leading to constitutive expression of HIF2α. RCC4 *VHL* mutant cell line stably expressing an empty vector (RCC4 WT) or a vector for VHL overexpression (RCC4 VHL) were used (Table 1).

Transfection of HIF2α siRNA (siHIF2α) and siRNA control (siCON) (Supplementary Table 1) was performed with 12,000 cells using Optimem reduced serum medium at a final concentration of 20 nM. Oligofectamine (12252–011, Thermo Fisher) was used following the manufacturer’s instructions.

**Table 1:** Cell lines

Cell line	VHL expression	HIF1α expression	HIF2α expression	Genetic modification
786-0 WT	**-**	**-**	+	**-**
RCC4 WT	**-**	+	+	**-**
RCC4 VHL	+	**-**	**-**	VHL overexpression
786-0 siCON	**-**	**-**	+	siRNA control
786-0 siHIF2α	**-**	**-**	**-**	siRNA for HIF2α

### Western blot

Cells were washed with cold PBS and lysed 30 min on ice with RIPA lysis buffer (R0278, Sigma) containing protease (cOmplete, 11697498001, Roche) and phosphatase (phosSTOP, 4906845001, Sigma) inhibitor cocktails. Lysates were cleared by centrifugation and supernatants were boiled at 95 °C for 5 min in 4x NuPAGE LDS sample buffer (NP0007, Invitrogen) containing 10% β-mercaptoethanol. Samples were run on NuPAGE Novex 4–12% Bis-TRIS gels (NP0336BOX, Invitrogen) using NuPAGE MOPS-SDS running buffer (NP000102, Invitrogen) and afterwards, proteins were transferred to PVDF membranes (IPVH00010, Millipore). Membranes were blocked with 5% milk (A0830, Applichem) in TBS-T (TBS containing 0.1% Tween-20) for 1 h at room temperature and were then incubated overnight with anti-HIF2α primary antibody (NB100–122, Novus Biologicals) or β-actin peroxidase (A3854, Sigma) in 5% milk TBS-T at 4 °C. Membranes were washed 3x in TBS-T and incubated with HRP-antirabbit secondary antibody (P0448, Agilent). Development was performed with Amersham ECL Prime Western Blotting Detection Reagent (GERPN2232, Sigma) using ImageQuant™ LAS 4000.

### RT-qPCR

RNA was extracted using the Tri-Reagent protocol (T9424, Sigma) and 1 μg of RNA was reverse transcribed into cDNA with the High Capacity cDNA reverse transcription kit (44368813, Thermo Fisher) using random hexamer primers. The PCR reaction containing SensiMix™ SYBR Green® No-ROX Kit (QT650–20, Bioline) was run on a 7900 Real time PCR System with standard cycling conditions: 10 min 95 °C, and 40 cycles of 15 s 95 °C followed by 1 min 60 °C. Gene expression was analysed with the Ct method using *HPRT1* expression for normalization [28]. 

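The reference annotation was searched for the primer pairs of Supplementary Table 2, which were used for HIF2α (EPAS1), VEGFA and HPRT1. All 6 primers matched coding sequence of their own gene over their whole length and no other gene. The HIF2α forward primer lies in exon 5 of EPAS1, on chromosome 2 of GRCh38 from 46360714 to 46360733, and the reverse primer in exon 6, from 46360969 to 46360988. On the spliced transcript the pair encloses 147 bases. The VEGFA forward primer lies in exon 1 (chromosome 6, 43771236 to 43771255) and the reverse primer in exon 2 (43774366 to 43774385), with 122 bases enclosed. For HPRT1 the forward primer lies in exon 6 (chromosome X, 134493516 to 134493536), while the reverse primer spans the junction of exons 6 and 7, and 94 bases are enclosed. Each pair therefore crosses at least 1 intron in genomic DNA.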

The primers used are listed in Supplementary Table 2.

### Migration assay

1.2 × 10^4^ 786–0 cells or 2 × 10^4^ RCC4 cells were seeded per well in 96-well ImageLock™ plates (4379, Essen BioScience) and incubated for 24 h. When the effect of PT2385 (B1920, BioVision) was tested, the compound was added to the wells once the cells were attached. After wounding, cells were washed with fresh media and plates were placed into the IncuCyte ZOOM® until wound closure. Scanning was performed using a 10x objective and scheduled every 2 h. Migration ability of the cells was analysed through two integrated metrics that the IncuCyte™ Software calculates based on the processed images: wound width and wound confluence. Wound width represents the average distance (μm) between the leading edge of the population of migrating cells (scratch wound mask) within an image. Wound confluence determines the percentage of wound area that is occupied by cells, and it relies on the initial scratch wound mask to differentiate the wounded from the non-wounded region.

### Invasion assay

96-well ImageLock™ plate wells were coated with a thin layer of Matrigel® Growth Factor Reduced Basement Membrane Matrix (354,230, Corning) and the plate was placed in a 37 °C incubator, 5% CO_2_ overnight. Matrigel® was removed and 1.2 × 10^4^ 786–0 cells or 2 × 10^4^ RCC4 cells were seeded per well and incubated for 24 h. PT2385 was added once the cells were attached. After performing the wound and washing the wells, 50 μL Matrigel® (8 mg/mL) was added and the plate was placed in the incubator for 30 min. After this time, 100 μL cell culture media (containing PT2385 in the corresponding experiment) was added to each well. The plate was then placed into the IncuCyte ZOOM® for 5 days. Scanning was performed using a 10x objective and scheduled every 4 h. The invasion ability of the cells was analysed using the relative wound density (RWD), which represents the density of the wound region relative to the density of the cell region, relying on the initial scratch wound mask to differentiate between cell-occupied and cell-free regions of the image.

### Cell proliferation assay

To validate the screening hits, simvastatin (S6196, Sigma), fluvastatin sodium hydrate (SML0038, Sigma) and terbinafine hydrochloride (T8826, Sigma) were added to the cell culture and cell viability was analysed 5 days later using CyQUANT™ Cell Proliferation Assay (C7026, Invitrogen) as per manufacturer’s instructions.

CyQUANT™ Cell Proliferation Assay was also used to determine cell proliferation after PT2385 treatment.

### Colony formation assay

1000 cells were plated in 100 mm plates in 20 mL media and cultured for 10 days. Media was removed and Coomassie blue solution (H_2_O containing 50% methanol, 7% acetic acid glacial (A/0360/PB17, Thermo Fisher) and 0.1% Brilliant Blue R (B7920, Sigma)) was added to fix and stain the colonies for 2 h. Then, Coomassie blue solution was recovered and plates were washed with tap water and allowed to dry overnight. Plates were scanned using UMAX MagicScan software. Colony count was manually performed using Fiji Image J Software.

### RNA sequencing (RNAseq)

The sequencing reads were checked for their quality using *FastQC* and low quality reads were trimmed using *cutadapt*. The trimmed reads were aligned to the human genome using *STAR*. Number of reads per gene (gene counts) was calculated using *featureCount*. Human assembly release GRCh38 was used for alignment and gene counting.

Differentially expressed genes (padj cut off < 0.05) and enriched gene ontological terms on biological processes or cellular components between 786-0 WT and 786–0 WT cells treated with 10 μM PT2385 for 48 h were identified and compared using the R package -*DESeq2* and *ClusterProfiler*, respectively. In short, three replicates of the experimental set were compared against three replicates of control set after removal of genes with very low counts.

The top 50 most up-regulated and 50 most down-regulated genes upon PT2385 treatment were extracted from the gene expression matrix after removing gene duplicates and used to create the heatmap.

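The heatmap in Fig. 3 lists 50 genes, of which 37 are shown with lower and 13 with higher expression upon PT2385 treatment. In the counts, 48 of the 50 genes were differentially expressed in the direction shown (edgeR, adjusted p under 0.05), which comprised all 37 lower genes and 11 of the 13 higher genes. The 2 others were RAB6B and LAMA5 (ENSG00000130702, chromosome 20, 62307955 to 62367312), and LAMA5 had a log2 fold change of 0.64 (standard error 0.184, adjusted p = 0.0586). With the replicate number in the edgeR model all 50 were differentially expressed, with adjusted p of 0.00583 for LAMA5 and 0.0324 for RAB6B. LAMA5 overlaps ADRM1 on the opposite strand. Ranked by p among all tested genes, the genes of the heatmap had a median rank of 43, and 27 of them were among the 50 smallest p. Ranked by fold change among the differentially expressed genes, 23 of the 37 lower genes were among the 50 largest falls and 6 of the 13 higher genes were among the 50 largest rises. The log2 fold changes of the lower genes ran from -3.67 to -0.46 with a median of -2.31, and 34 of them changed at least 2-fold. Those of the higher genes ran from 0.55 to 2.38 with a median of 1.28, and 9 changed at least 2-fold.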

### High throughput screening

300 786–0 WT cells per well were seeded in 384-well plates (GN781090, Sigma) using a Perkin Elmer FlexDrop reagent dispenser the day before treatment. The Pharmakon 1600 library (MicroSource Discovery Systems), including antibacterial, antidiabetic, antifungal, antihypertensive, anti-inflammatory, diuretic, histamine or neurotransmitter-related drugs, among others, was diluted and added to the cells using a Janus automated workstation (PerkinElmer) resulting in final concentrations of 10 μM, 1 μM and 0.1 μM, in duplicate. After a 3-day incubation the growth media was replaced with phenol red-free complete media containing 10 μg/mL resazurin. The plates were incubated at 37 °C, 5% CO_2_ for 2 h and then fluorescence was read using an Envision plate reader (PerkinElmer). After background subtraction, the data from each plate was normalised by calculating Z-scores. With the exception of a single plate, which was excluded from the analysis due to a plating error, the correlation between the replicates was good, with an average Pearson’s coefficient of 0.920.

### Statistical analysis

GraphPad Prism 5.0 statistical analysis software (GraphPad Software) was used. When analysing the influence of two different independent variables on one dependent variable, 2-way ANOVA with Bonferroni post hoc test was applied. When two means were compared, t-test was performed.

## Results

### PT2385 does not inhibit growth of ccRCC cells

The effect of the HIF2α analogue PT2385 was assessed in ccRCC cell proliferation and clonogenic survival. PT2385 did not alter 786–0 WT cell proliferation (Supplementary Figure 1A) nor colony formation (Supplementary Figure 1B). The RCC4 cell line was also analysed. RCC4 VHL cells (reconstituted with non-mutated *VHL*) generated more colonies than RCC4 WT cells (which express both HIF1α and HIF2α) and addition of PT2385 did not reduce the clonogenic potential of RCC4 WT cells (Supplementary Figure 1C), demonstrating that it does not inhibit in vitro cell growth*.*

### PT2385 treatment promotes tumour cell migration in vitro

The effect of PT2385 on 786–0 and RCC4 cell migration was analysed using the IncuCyte ZOOM®. Whereas PT2385 did not change 786–0 cell migration (Fig. 1A), it promoted the migration of RCC4 WT cells (Fig. 1B). The RCC4 VHL cell line migrated faster than RCC4 WT closing the wound 24 h after making the scratch compared to the 48 h needed by RCC4 WT cells (Fig. 1B). Interestingly, PT2385 addition to RCC4 WT cells promoted their migration generating an intermediate phenotype between RCC4 WT and RCC4 VHL cells (Fig. 1B). This suggests that in the RCC4 cell line, not only HIF2α but also HIF1α is repressing cell migration.

**Fig. 1:**
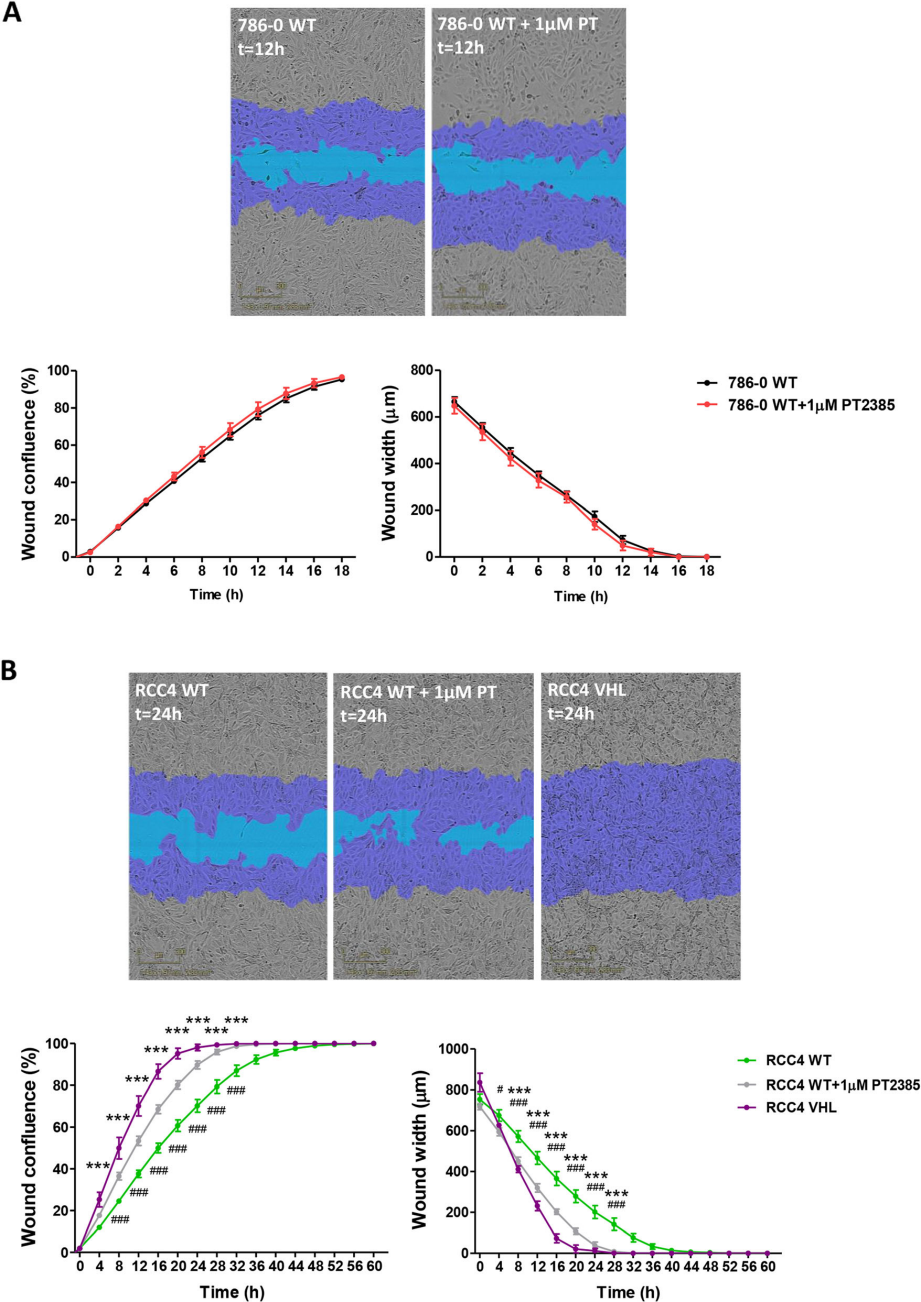
786–0 and RCC4 cell migration. **A**) Representative images of 786–0 WT and 786–0 WT + 1 μM PT2385 (PT) cells migrating 12 h after the scratch and wound confluence and wound width measure until the complete closure of the wound. n = 3. **B**) Representative images of RCC4 WT, RCC4 WT + 1 μM PT2385 (PT) and RCC4 VHL cells migrating 24 h after the scratch and wound confluence and wound width measure until the complete closure of the wound. n = 3. * represents comparison between RCC4 WT and RCC4 VHL and # represents comparison between RCC4 WT and RCC4 WT + 1 μM PT2385. Purple region corresponds to the initial scratch mask, whereas blue region represents the wound lacking cells at the compared moment. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Errors bars depict standard error of the mean

### HIF2α inhibition suppresses cell invasion in vitro

The invasion ability of these cell lines was also evaluated using the IncuCyte ZOOM®. Addition of PT2385 impeded invasion of 786–0 WT cells in a concentration-dependent manner (Fig. 2A). Conversely, neither RCC4 WT nor RCC4 VHL cells were able to invade through the Matrigel®, and PT2385 treatment did not have any effect (Fig. 2B).

**Fig. 2:**
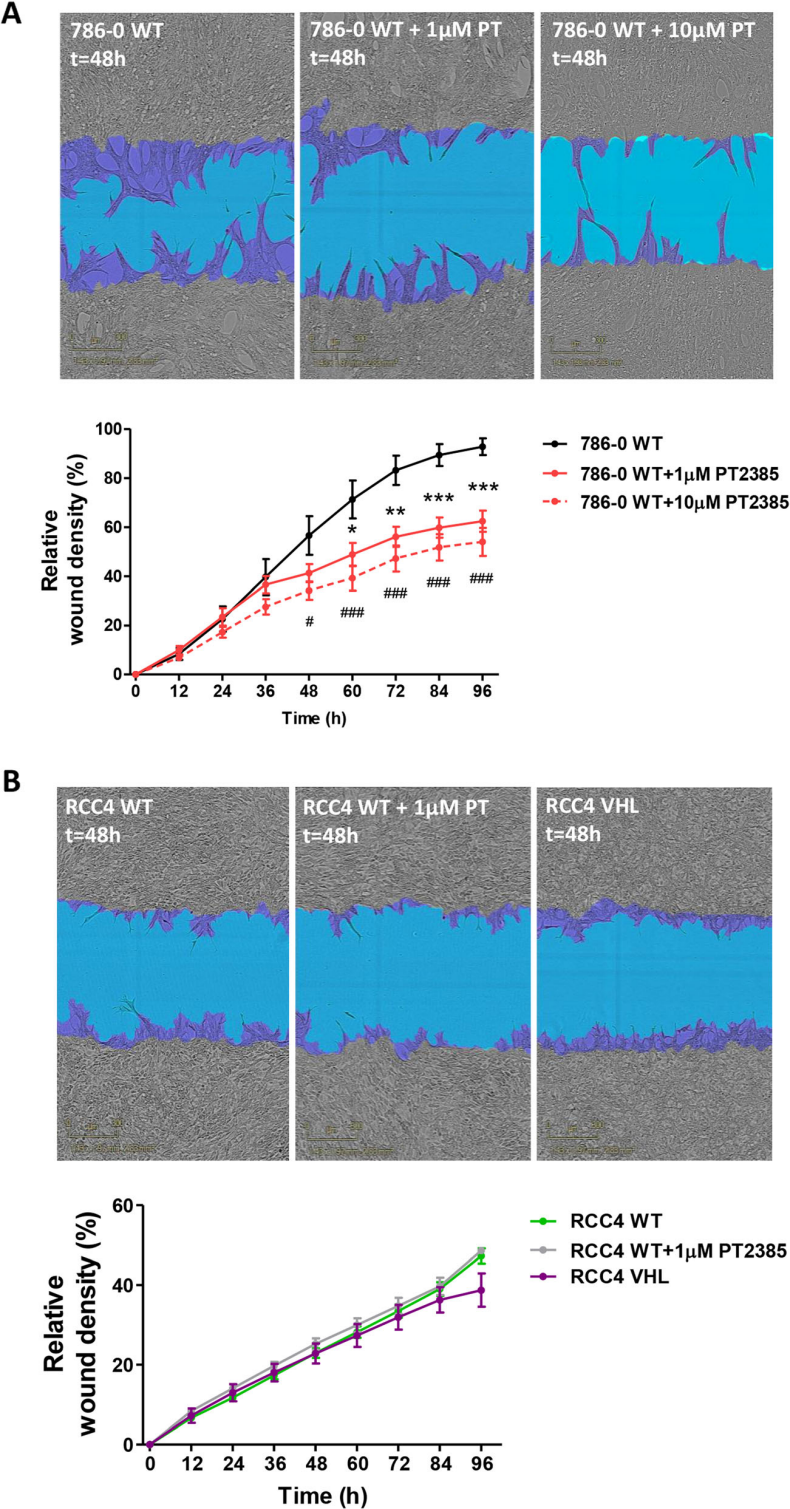
786–0 and RCC4 cell invasion. **A**) Representative images of 786–0 WT and 786–0 WT + 1/10 μM PT2385 (PT) cells invading 48 h after the scratch and RWD measurement until 96 h after wound performing. n = 3. * represents comparison between 786-0 WT and 786–0 WT + 1 μM PT2385 and # represents comparison between 786-0 WT and 786–0 WT + 10 μM PT2385. **B**) Representative images of RCC4 WT, RCC4 WT + 1 μM PT2385 (PT) and RCC4 VHL cells invading the wound 48 h after the scratch and RWD measurement until 96 h after wound performing. Purple region corresponds to the initial scratch mask, whereas blue region represents the wound lacking cells at the compared moment. n = 3. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Errors bars depict standard error of the mean

### HIF2α silencing does not affect cell migration or invasion 

786–0 WT cells were transfected with either siCON or siHIF2α and their migratory and invasion potential was analysed. Similarly to HIF2α inhibition using PT2385, suppression of HIF2α with siRNA did not alter the migratory ability of 786–0 WT cells (Supplementary Figure 2A), but in contrast to the inhibitor, HIF2α silencing did not reduce their invasion potential (Supplementary Figure 2A). To exclude a possible residual HIF2α effect in the observed phenotype of 786–0 WT siHIF2α cells, HIF2α protein levels and expression of HIF2α target genes was analysed every 24 h until the end of the experiment. HIF2α was not induced over time (Supplementary Figure 2B), and its downstream targets *GLUT1* and *VEGFA* were not consequently up-regulated (Supplementary Figure 2C).

### RNAseq comparison of the parental cell line with PT2385 effects

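RNAseq was carried out on the parental renal carcinoma cell line (WT), which has defective VHL and constitutive HIF2α expression. The cells were left untreated or were treated with the HIF2α antagonist PT2385 at 10 μM for 48 h, with 3 replicates of each. The deposited values are the reads the authors counted on each gene of GRCh38, for 58735 genes and without normalization. Between 11881000 and 12296841 reads per library were counted in untreated cells (median 12055602), and between 12209143 and 14318384 in PT2385-treated cells (median 13303063). Total counts were scaled by edgeR's TMM factors, which stayed between 0.988 and 1.02 over the 9 libraries of the series. Genes with very low counts were removed with edgeR's filterByExpr, which left 15089 genes. Differences were tested with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment, and a gene was taken as differentially expressed at an adjusted p under 0.05. With 3 replicates in each group, an exact two-sided permutation test on a single gene cannot give a p below 0.1, which is the value for every gene whose groups do not overlap.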

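Upon PT2385 treatment 1162 of the 15089 genes (7.70%) were differentially expressed, 465 of them up-regulated and 697 down-regulated. At least a 2-fold change was found in 246 genes, with 57 up-regulated and 189 down-regulated, and 3193 genes had an unadjusted p under 0.05. In 3902 genes (25.9%) every replicate of one group lay above every replicate of the other, where chance gives 10%. DESeq2, which the paper used, called 1072 genes, and 1026 of them were among the 1162. In proportion the number of genes moved most when a change of more than 1.5-fold was tested (edgeR's glmTreat), which left 172 genes. Replicates with the same number resembled each other across the groups, with a mean correlation of 0.341 between their deviations from the group means across 9997 genes, and with the replicate number in the model 2305 genes were differentially expressed, the 1162 included. Among genes with at least 100 counts per library on average, the 5 largest falls were those of NDRG1, PTGES (log2 fold change -3.26), MAP7D2 (-3.22), EGLN3 and F3 (-3.07). The 5 largest rises were those of CLDN2 (log2 fold change 3.09), JAG1, VCAM1, COL14A1 and AKR1B10 (1.85), and CLDN2 overlaps MORC4 on the opposite strand.

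**Figure D1:**
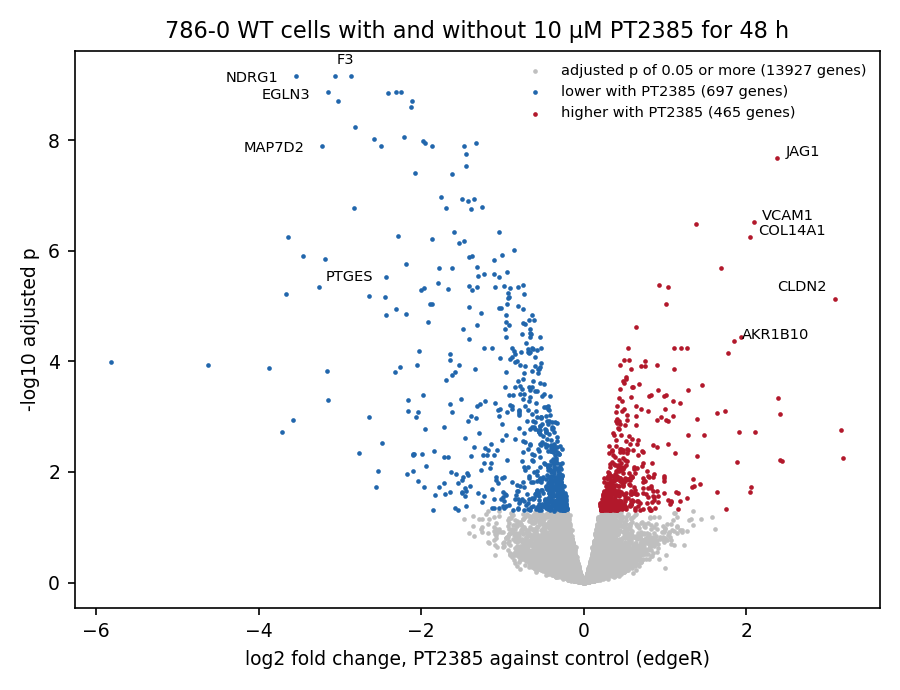
Each point is a gene, with its log2 fold change between PT2385-treated and untreated WT cells on the x axis and the negative log10 of its adjusted p (edgeR) on the y axis. Blue marks the 697 down-regulated and red the 465 up-regulated genes, and the 5 largest falls and 5 largest rises among genes with at least 100 counts per library on average are labelled.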

RNAseq showed that the most differentially expressed genes upon PT2385 treatment were related to renal development and hypoxia biological processes, followed by GO terms involved in cell migration, such as actin filament organization, tissue migration or regulation of cytoskeleton organization (Supplementary Figure 3A). Supporting the enriched GO terms for biological processes, enriched GO terms for cellular components were related to cell migration/invasion and cell-cell or cell-extracellular matrix interaction (ECM) (Supplementary Figure 3B).

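Annotation of GO terms was not used here, and gene families recognized by their symbols took its place. Each of the 10 families tested was compared with all other tested genes (Fisher's exact test, two-sided), and p was adjusted over the 10 families by the Benjamini-Hochberg method. Of 16 collagens 5 were differentially expressed upon PT2385 treatment (31.2%), an odds ratio of 5.47 (adjusted p = 0.0191, Fisher's exact test). All 5 (COL14A1, COL4A1, COL4A2, COL4A5 and COL6A1) were up-regulated under TMM, RLE, upper-quartile and library-size scaling, and with the replicate number in the model 6 of 7 were. Of 15 semaphorins 7 were differentially expressed (46.7%), an odds ratio of 10.5 (adjusted p = 2.92e-04, Fisher's exact test), with 2 up-regulated and 5 down-regulated (4 with library-size scaling, 6 with DESeq2 and 6 with the replicate number in the model). Both directions also occurred among 15 integrins, where ITGB3 and ITGB6 were up-regulated and ITGB5 and ITGB8 down-regulated (odds ratio 4.37, adjusted p = 0.0538, Fisher's exact test), and with the replicate number in the model 4 were up-regulated and 2 down-regulated. Laminins, matrix metalloproteinases, cadherins and protocadherins, claudins, ADAMTS proteases and myosins also had an adjusted p of 0.0538 or more, and the other 1 of the 10 families is not given here. Genes of a family are not independent of each other, so these tests treat as separate some genes that change together.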

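Values are CPM, the counts relative to library size that edgeR gives after TMM scaling, as mean ± SD of 3 replicates. NDRG1 (ENSG00000104419, chromosome 8, 133237175 to 133302022) had 643 ± 84.2 in untreated cells and 55.5 ± 3.79 upon PT2385 treatment. Its log2 fold change was -3.54 (standard error 0.0978, adjusted p = 6.84e-10, edgeR) and stayed between -3.60 and -3.43 with each replicate left out in turn. SLC2A1, which encodes GLUT1 (ENSG00000117394, chromosome 1, 42925353 to 42958893), went from 909 ± 39.1 to 184 ± 17.2. EGLN3 (ENSG00000129521, chromosome 14, 33924227 to 34462774) went from 130.4 ± 9.52 to 14.7 ± 1.86, a log2 fold change of -3.14 (standard error 0.0952, adjusted p = 1.35e-09). EGLN3 overlaps SPTSSA on the same strand. ROR2 (ENSG00000169071, chromosome 9, 91563091 to 91950228) fell less than the 3 others, from 38.5 ± 3.80 to 15.5 ± 1.13, a log2 fold change of -1.31 (standard error 0.101, adjusted p = 4.51e-06). In all 4 genes every PT2385-treated replicate lay below every untreated one.

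**Figure D2:**
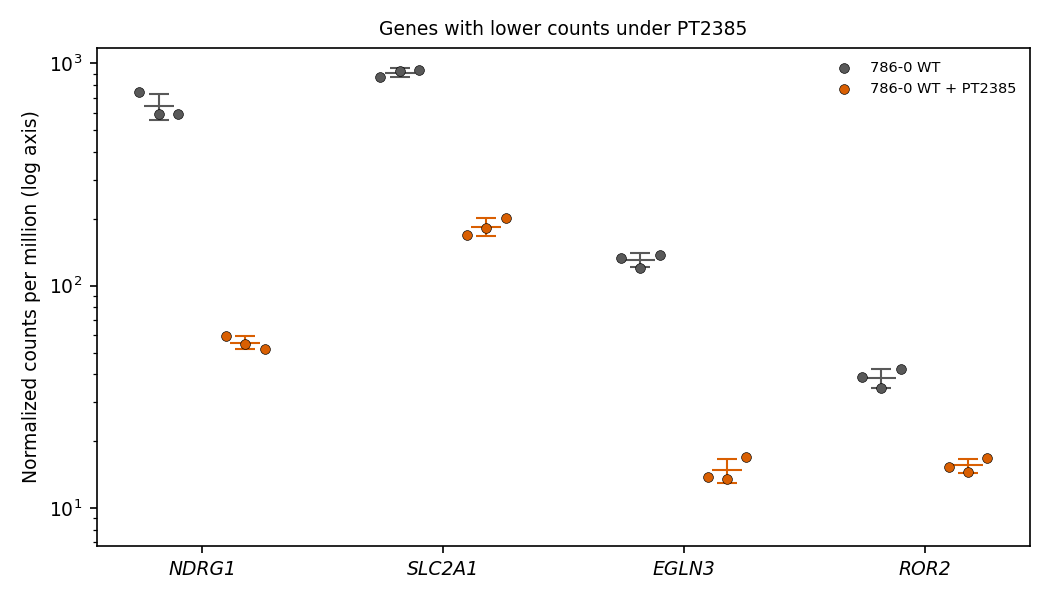
Normalized CPM on a log axis for 4 genes in untreated (grey) and PT2385-treated (orange) WT cells. Points are replicates, the longer line is the mean and the bars are the SD of 3 replicates.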

Additionally, RNAseq analysis showed an expected down-regulation of many well documented HIF-induced genes upon PT2385 treatment (e.g. *NDRG1, SLC2A1, EGLN3* or *ROR2*) but several other genes were up-regulated (Fig. 3, see Supplementary Table 3  for full names). This last group included genes involved in cell migration and ECM (e.g. *RAB6B*, *FN1, VCAM1* or *COL14A1*) and genes of signalling pathways usually deregulated in cancer, such as Notch and Wnt signalling (*JAG1* and *WNT7B*, respectively).

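RAB6B (ENSG00000154917, chromosome 3, 133824235 to 133895882) was counted at the edge of detection, with 3, 12 and 1 reads in the untreated replicates and 20, 20 and 15 upon PT2385 treatment. Its log2 fold change was 1.61 (standard error 0.545), and it was not differentially expressed (adjusted p = 0.106, edgeR). With the replicate number in the model its adjusted p was 0.0324, and without the filter on low counts it was 0.00601. RAB6B overlaps SRPRB, a gene on the opposite strand with 11051 counts over the 9 libraries of the series. RAB6B had 616 there, most of them outside the untreated and PT2385-treated libraries. Reads from SRPRB could be among the few counts of RAB6B if strand was ignored. COL14A1 (ENSG00000187955, chromosome 8, 120059780 to 120373573) rose from 6.62 ± 0.609 to 27.3 ± 2.98 normalized CPM (SD, n = 3), a log2 fold change of 2.04 (standard error 0.125, adjusted p = 5.62e-07). VCAM1 (ENSG00000162692, chromosome 1, 100719742 to 100739045) rose from 18.0 ± 0.660 to 77.0 ± 13.4. WNT7B (ENSG00000188064, chromosome 22, 45920366 to 45977162) rose from 18.4 ± 3.72 to 44.8 ± 9.73, with an adjusted p of 3.32e-04 (edgeR), and its log2 fold change of 1.28 stayed between 1.10 and 1.41 with each replicate left out in turn.

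**Figure D3:**
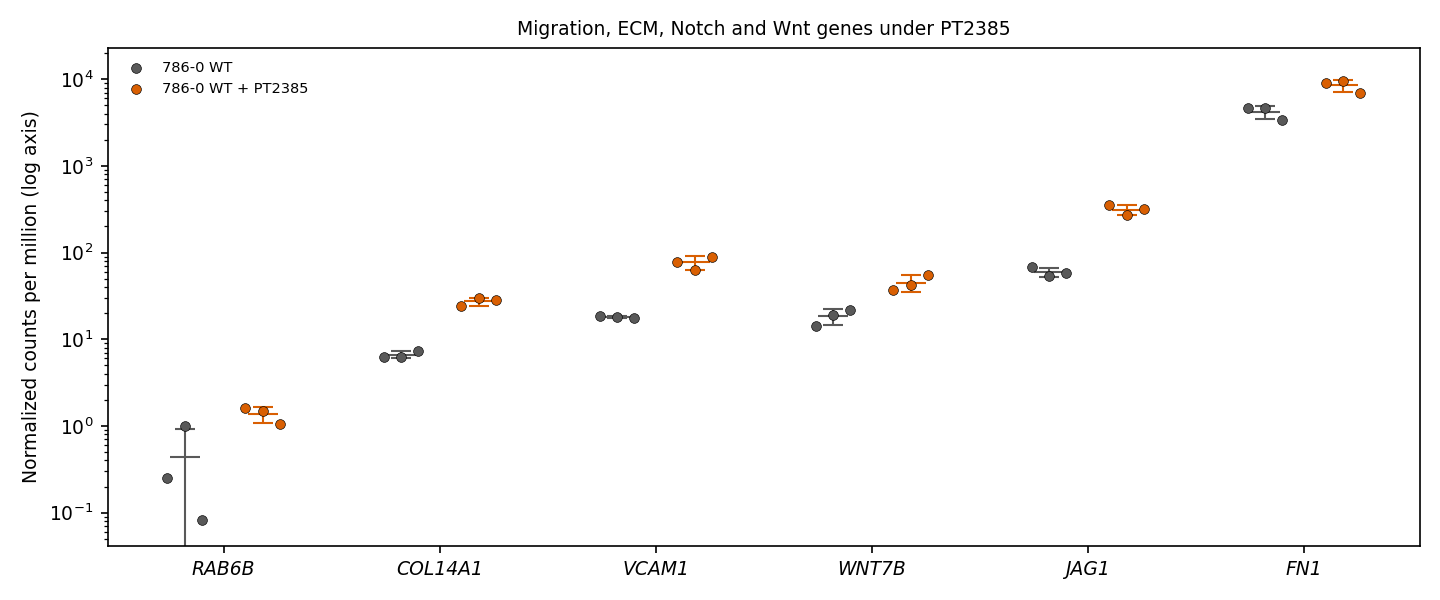
Normalized CPM on a log axis for RAB6B, COL14A1, VCAM1, WNT7B, JAG1 and FN1 in untreated (grey) and PT2385-treated (orange) WT cells, with points for replicates, the mean as the longer line and the SD of 3 replicates as bars. The SD of RAB6B in untreated cells (0.481) exceeds its mean (0.441), so its lower bar runs off the log axis.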

**Fig. 3:**
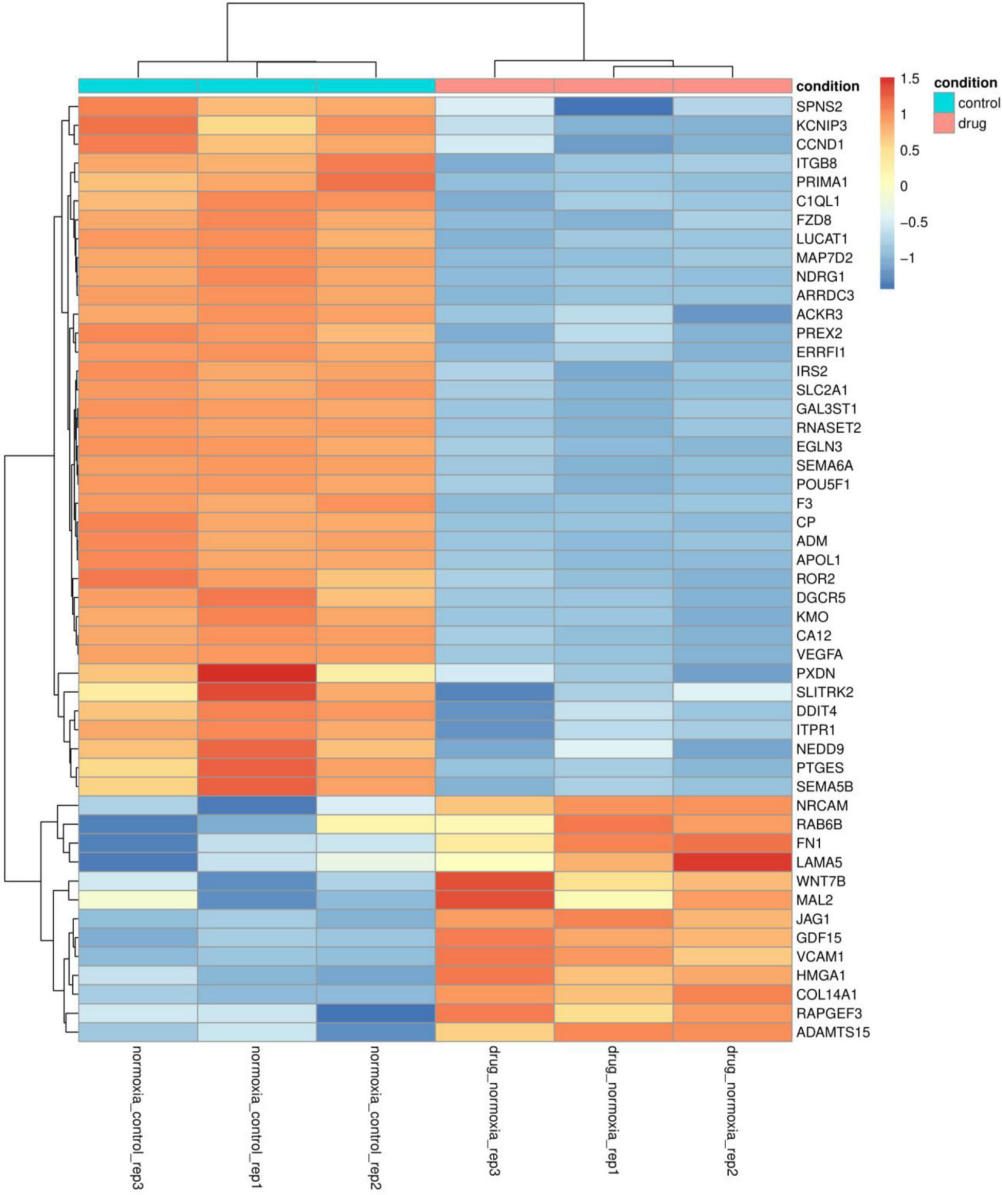
RNAseq results. Heatmap of the top 50 variant significant genes in 786–0 WT cells vs PT2385 treatment

### HIF2α confers resistance to statin treatment

The lack of cell growth inhibition by PT2385 but its effect on tumour cell movement led us to investigate if there were currently used drugs to which ccRCC cells would be sensitised.

The drug screening performed in 786–0 WT cells identified several lethal compounds (Fig. 4A). Taking into account previously published data [25], the statins simvastatin and fluvastatin were further analysed, as well as the squalene monooxygenase inhibitor terbinafine, which blocks cholesterol synthesis while allowing the synthesis of non-sterol isoprenoids. We showed that the resistance of 786–0 WT cells to statins was due to HIF2α expression, as silencing HIF2α made the cells more sensitive (Fig. 4B). Supporting the no effect on viability, addition of the HIF2α antagonist did not contribute further to the antiproliferative effects of statins on 786–0 WT cells. However, HIF2α-expressing cells appeared to be more sensitive to terbinafine (Fig. 4B), and as for the statins, addition of PT2385 did not have any additional effect.

**Fig. 4:**
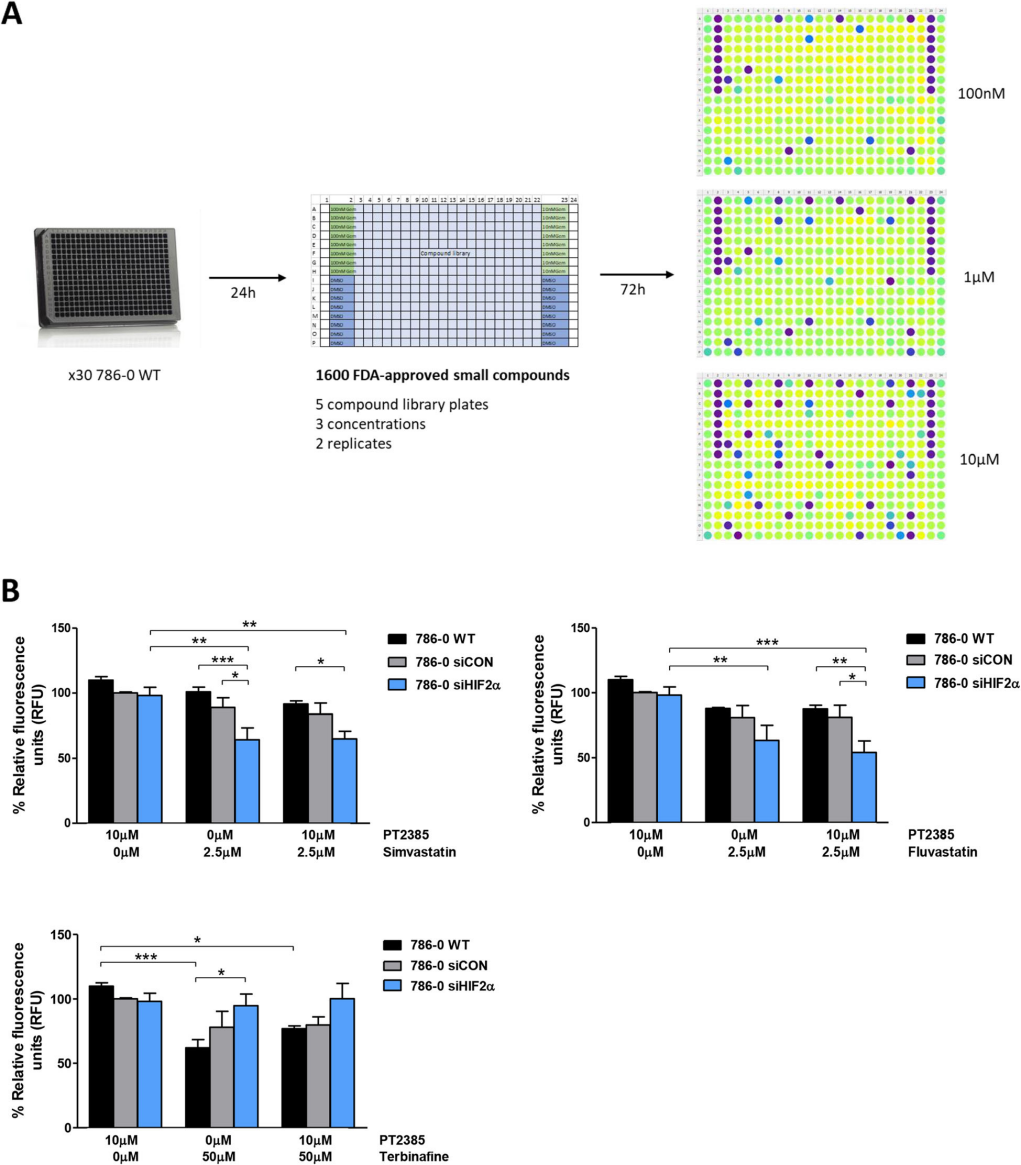
Drug screening of 786–0 WT cells. **A**) Diagram showing the drug screening. **B**) Viability of 786–0 WT and 786–0 WT cells transfected with siCON or siHIF2α and treated with 2.5 μM statins or 50 μM terbinafine +/− 10 μM PT2385 (PT) during 5 days relative to cells treated with DMSO. n = 3. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Errors bars depict standard error of the mean

## Discussion

Metastasis is a multistep process which selects for highly aggressive tumour cells, as they acquire the ability to disseminate from the primary tumour and grow at distant sites [29]. Here, we show that the oncoprotein HIF2α is involved in in vitro cell migration and invasion in ccRCC (Table 2), as has already been described for many tumour cell lines [30–32].

**Table 2:** Results summary

Assay	Cell line	Genetic modification / Treatment	Results compared to control
Proliferation	786-0 WT	PT2385	=
Clonogenic assay	786-0 WT	PT2385	=
	RCC4 VHL	VHL overexpression	+
	RCC4 WT	PT2385	=
Migration	786-0 WT	PT2385	=
	786-0 WT	siHIF2α	=
	RCC4 WT	PT2385	+
	RCC4 VHL	VHL overexpression	+
Invasion	786-0 WT	PT2385	**-**
	RCC4 VHL	VHL overexpression	=
	RCC4 WT	PT2385	=
Sensitivity to statins	786-0 WT	siHIF2α	+
Sensitivity to terbinafine	786-0 WT	siHIF2α	**-**

RCC4 VHL results are compared to RCC4 WT cells

786-0 siHIF2α results are compared to 786-0 siCON cells

^a^PT2385 treatment results are compared to non-treated cells

As previously reported [19], the HIF2α antagonist PT2385 did not affect ccRCC cell proliferation nor colony formation. Interestingly, HIF2α blockage by PT2385 or siRNA had opposing effects. Treatment with PT2385 did not affect 786–0 cell migration, while partially abolishing cell invasion in a concentration-dependent manner. However, silencing of HIF2α by siRNA did not change the migration or invasion ability of 786–0 cells. PT2385 allosterically binds to HIF2α and thereby prevents the heterodimerization with HIF1β and its subsequent binding to the DNA [33], whereas siRNA binds to complementary mRNA and targets them for degradation in a transitory manner [34]. HIF2α silencing was successfully achieved during the invasion experiment but at the endpoint (96 h), HIF2α started to re-express. These results suggest that the few molecules escaping siRNA silencing might be interacting with other molecules, e.g. the MYC/MAX complex [6, 7], to keep the phenotype, even though they are not detectable at protein level. On the other hand, PT2385 treatment showed that DNA binding is not completely abolished by the inhibitor, as previously reported [24], as cell invasion was not 100% suppressed.

Supporting the role of HIF2α in the regulation of ccRCC migration, RCC4 VHL cells migrated more than RCC4 WT, in contrast to previous publications [35, 36]. In this case, as RCC4 WT cells also express HIF1α, both HIF2α and HIF1α could be inhibiting cell migration; however, treatment with PT2385 generated an intermediate phenotype pointing to a more important role of HIF2α.

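The gene that encodes HIF2α, EPAS1 (ENSG00000116016, chromosome 2, 46293667 to 46386697), had 256 ± 20.6 normalized CPM in untreated WT cells and 238 ± 15.3 upon PT2385 treatment (SD, n = 3). Its log2 fold change was -0.11 (standard error 0.0746, adjusted p = 0.459, edgeR), and an exact two-sided permutation test without pairing gave p = 0.3. It was lower in each of the 3 same-numbered pairs, and with the replicate number in the model its adjusted p was 0.126. ARNT, which encodes HIF1β (ENSG00000143437, chromosome 1, 150809713 to 150876708), had 53.3 ± 1.77 and 51.4 ± 1.90 CPM, a difference of -0.05 on the log2 scale (standard error 0.0684). HIF1A (ENSG00000100644, chromosome 14, 61695513 to 61748259) had 21.2 ± 4.40 and 28.2 ± 4.93. It was not differentially expressed when the groups were compared without pairing (log2 fold change 0.40, adjusted p = 0.168), and was so with the replicate number in the model (adjusted p = 0.00354).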

RNAseq results showed the already known specificity of PT2385 for HIF2α. 

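CA12 (ENSG00000074410, chromosome 15, 63321378 to 63381846) fell from 316 ± 9.65 to 115 ± 6.96 normalized CPM upon PT2385 treatment (SD, n = 3). SEMA6A (ENSG00000092421, chromosome 5, 116443555 to 116574823) fell from 311 ± 6.85 to 112 ± 6.27, a log2 fold change of -1.48 (standard error 0.0608, adjusted p = 1.24e-08, edgeR). SEMA5B (ENSG00000082684, chromosome 3, 122909082 to 123028605) fell from 12.2 ± 3.63 to 0.962 ± 0.326, and its log2 fold change had the widest standard error of these genes, 0.293. ITGB8 (ENSG00000105855, chromosome 7, 20330702 to 20415754) went from 374 ± 45.4 to 88.8 ± 8.34 (adjusted p = 3.89e-08, edgeR). VEGFA (ENSG00000112715, chromosome 6, 43770184 to 43786487) had 326 ± 10.4 in untreated and 75.1 ± 6.28 in PT2385-treated cells, a log2 fold change of -2.12 (standard error 0.0700, adjusted p = 1.93e-09). None of the 5 genes lost its call or its direction when a replicate was left out.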

PT2385 treatment down-regulated the expression of genes involved in hypoxic response (*EGLN3* or *CA12*), migration (*SEMA6A/5B*) and metastasis (*ITGB8* or *VEGFA*). These results support the previously described effect of PT2385 avoiding ccRCC tumour progression and metastasis [19]. On the other hand, PT2385 treatment increased the expression of genes involved in cell-cell or cell-ECM interaction, such as *FN1, VCAM1, COL14A1* or *ADAMTS15.* High abundance of components of the ECM like fibronectin 1 or collagen, provided by Matrigel® in our experiments, can possibly explain the inhibition of PT2385 in cell invasion, as the cells might not be able to degrade the ECM and move through it. In addition, high levels of cell-cell adhesion molecules such as VCAM1 could also reduce cell movement.

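ADAMTS15 (ENSG00000166106, chromosome 11, 130448645 to 130476645) rose from 2.44 ± 0.607 to 6.46 ± 0.594 normalized CPM upon PT2385 treatment (SD, n = 3), from 36, 22 and 30 reads in the untreated replicates to 85, 91 and 82. Its log2 fold change was 1.39 (standard error 0.206, adjusted p = 0.00108, edgeR) and lay between 1.22 and 1.57 with each replicate left out. Of the 9 ADAMTS genes tested, ADAMTS3 was also up-regulated and ADAMTS16 was down-regulated, the last of these not with upper-quartile or library-size scaling. With the replicate number in the model, ADAMTS1 was up-regulated as well. As a possible explanation for the inhibition of invasion by PT2385, the paper proposes that with abundant ECM components such as fibronectin 1 or collagen, which Matrigel provided in its experiments, cells may fail to degrade the matrix and move through it, and that adhesion molecules such as VCAM1 may also hold them back.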

However, the increased expression of genes upon PT2385 treatment suggests that one way of enhancing the effect of PT2385 could be via combination therapy targeting those molecules. Fibronectin, for instance, exists in multiple isoforms and in adulthood the expression of EDA and EDB domains is very restricted in normal tissue, whereas it is highly expressed in tumours [37]. This has led to the development of drugs or antibodies against these domains as a mechanism of delivering drugs to the tumour site [38, 39]. 

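FN1 (ENSG00000115414, chromosome 2, 215360440 to 215436073) had 4207 ± 737 normalized CPM in untreated WT cells and 8476 ± 1395 upon PT2385 treatment (SD, n = 3). It took up 0.419% ± 0.0731 of all counted reads in untreated cells and 0.855% ± 0.150 in PT2385-treated cells (SD, n = 3). The log2 fold change was 1.01 (standard error 0.131, adjusted p = 4.07e-04, edgeR), and with each replicate left out in turn it stayed between 0.87 and 1.14. The counts are for the gene as a whole and do not separate isoforms with and without the EDA and EDB domains.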

Treatment of PT2385 increases FN1 expression, increasing the amount of target fibronectin in the tumour and possibly making it easier to specifically deliver tumour-directed drugs. In addition, PT2385 treatment increased the expression of JAG1 in 786–0 WT cells, suggesting that combining Notch signalling inhibitors already used in clinic with PT2385 could be of benefit for renal cancer treatment. 

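JAG1 (ENSG00000101384, chromosome 20, 10637684 to 10673999) had 59.8 ± 6.86 normalized CPM in untreated cells and 312 ± 39.8 upon PT2385 treatment (SD, n = 3). The adjusted p was 2.05e-08 (edgeR), with a standard error of 0.104 on the log2 scale. With each replicate left out in turn, the log2 fold change stayed between 2.28 and 2.47.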

Bhagat et al. (2016) found that genetic and epigenetic alterations in ccRCC tissues led to both Notch ligand and receptor overexpression [40]. JAG1, for instance, was overexpressed and associated with loss of CpG methylation of HeK4me1-associated enhancer regions. They confirmed the procarcinogenic role of Notch in vivo, as previously reported [41], and showed that treatment with the gamma-secretase inhibitor LY3039478 avoided ccRCC cell growth both in vitro and in vivo.

Previous reports demonstrated that HIF2α silencing does not affect in vitro ccRCC growth under standard culture conditions [4, 42]. Similarly, we showed that addition of PT2385 did not inhibit tumour cell proliferation or colony formation at concentrations up to 10 μM, and its combination with statins did not further contribute to the antiproliferative effects of statins. Both the synthetic statin fluvastatin and the semi-synthetic statin simvastatin impaired proliferation in HIF2α knockdown cells.

Another approach for developing new therapy options in combination with PT2385 would be to identify target genes with synthetic lethal relationship with HIF2α silencing. Nicholson et al. identified CDK4 and CDK6 as genes with lethal relationship with *VHL* loss, as loss of either gene alone was well tolerated, but the concurrent loss of both was lethal [43]. Supporting our results, they found that both simvastatin and fluvastatin inhibited the growth of VHL-reconstituted 786–0 cells more substantially than their VHL-defective counterparts. However, in contrast to a previous study [25], our results showed that statin-induced lethality is not due to *VHL* loss and the consequent HIFs expression, but associated with HIF2α loss. Thus HIF2α-conferred protection against statins suggests that one way of repurposing these drugs could be via combination treatment with HIF2α antagonists. Although we were not able to detect differences in cell proliferation in vitro, previously published data on HIF2α antagonists showed in vivo effects [19, 20]. However, we are in agreement with Thompson et al. [25] suggesting that the key branch for the observed phenotype is the blockage of isoprenylation and not the cholesterol synthesis pathway, as the lethal effect could not be rescued after treatment with squalene [25] and 786–0 siHIF2α cells were not sensitive to terbinafine.

## Conclusions

Our study shows new therapy avenues to build on PT2385, as some of the genes that are up-regulated by HIF2α inhibition, are potential targets for combination treatments.

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

**Additional file 4.**

**Additional file 5.**

## Data Availability

The RNAseq data generated and analysed during the current study is available in the NCBI’s Gene Expression Omnibus repository, and is accessible through GEO Series accession number GSE153711 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153711).

## Abbreviations

ATCC: American Type Culture Collection
RCC: Renal cell carcinoma
ccRCC: Clear cell renal cell carcinoma
VHL: Von Hippel-Lindau
HIF1α: Hypoxia-inducible factor 1 alpha
HIF2α: Hypoxia-inducible factor 2 alpha
ECM: Extracellular matrix
EMT: Epithelial to mesenchymal transition
HMG-CoA: 3-hydroxy-3-methyl-glutaryl-coenzyme A
HMGR: HMG-CoA reductase
RWD: Relative wound density
padj: adjusted *p*-value
RNA sequencing: RNAseq

# Supplementary material for: Differential effects of HIF2α antagonist and HIF2α silencing in renal cancer and sensitivity to repurposed drugs
**Source:** BMC Cancer. 2021 Aug 5;21:896. doi: 10.1186/s12885-021-08616-8
**Supplement:** Supplementary file 1 — Additional file 1.

**Title: Differential effects of HIF2α antagonist and HIF2α silencing in renal cancer and sensitivity to repurposed drugs**

Esther Arnaiz^a^, Ana Miar^b‡^, Esther Bridges^a^, Naveen Prasad^b^, Stephanie B. Hatch^c^, Daniel Ebner^c^, Charles H. Lawrie^d*^, Adrian L. Harris^a*^

*These authors contributed equally to this work.

**SUPPLEMENTARY INFORMATION**

**Supplementary Table 1.** **Control (siCON) and HIF2α (siHIF2α) siRNA sequences.**

| **siRNA** | **Sequence (5’-3’)** |
| --- | --- |
| siCON | ACGACACGCAGGUCGUCAUTT* |
|  | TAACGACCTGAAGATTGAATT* |
| siHIF2α | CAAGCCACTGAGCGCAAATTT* |
|  | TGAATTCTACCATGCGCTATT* |

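The reference annotation was searched for the siRNA sequences of Supplementary Table 1 without their overhangs. The siCON sequence matched no annotated transcript. Each of the 3 others matched EPAS1, the gene of HIF2α, over all 19 bases and no other gene, in the coding sequence of a transcript with 16 exons. TGAATTCTACCATGCGCTA lies in exon 7, on chromosome 2 of GRCh38 from 46369881 to 46369899. TAACGACCTGAAGATTGAA lies in exon 11, from 46378692 to 46378710. It is printed in the unlabelled row under siCON. It was taken as a siHIF2α sequence because it matches EPAS1 and siHIF2α is described as a pool of 3. CAAGCCACTGAGCGCAAAT lies in exon 14, from 46382061 to 46382079. The qPCR primers for HIF2α lie upstream of all 3 sites.

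**Figure D4:**
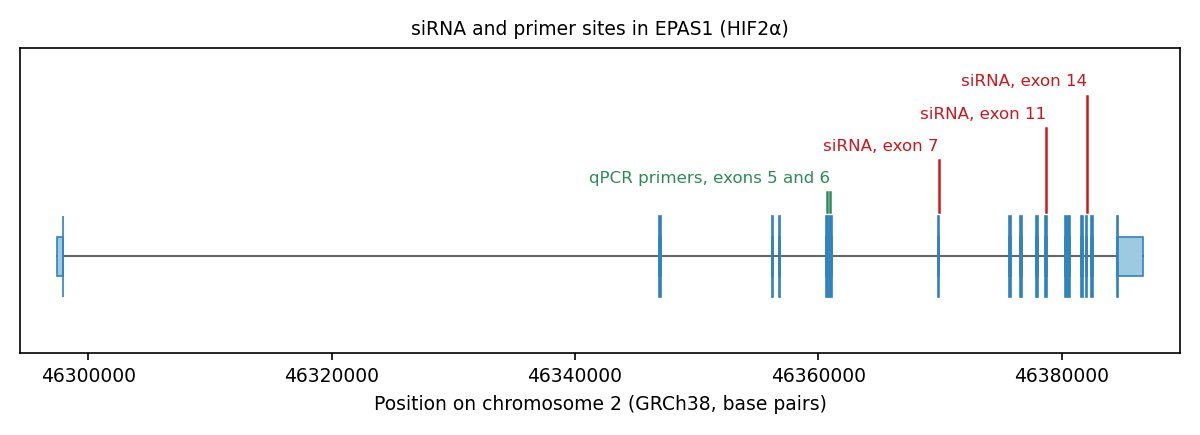
EPAS1 drawn to scale along chromosome 2 of GRCh38, with exons as boxes, taller where they are coding, and introns as the line. Red marks the 3 siRNA sites and green the qPCR primers.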

siHIF2α is a pool of three siRNA. TT* overhang.

**Supplementary Table 2. qPCR primers.**

| **Primer** | **Sequence (5’-3’)** |
| --- | --- |
| HPRT1_F | TGACACTGGCAAAACAATGCA |
| HPRT1_R | GGTCCTTTTCACCAGCAAGCT |
| HIF2α_F | CAACAGAGGCCGTACTGTCA |
| HIF2α_R | CACATGATGATGAGGCAGGA |
| VEGFA_F | CCTCCGAAACCATGAACTTT |
| VEGFA_R | ATGATTCTGCCCTCCTCCTT |

**Supplementary Table 3. Full name of the heatmap genes.**

# Supplementary material for: Differential effects of HIF2α antagonist and HIF2α silencing in renal cancer and sensitivity to repurposed drugs
**Source:** BMC Cancer. 2021 Aug 5;21:896. doi: 10.1186/s12885-021-08616-8
**Supplement:** Supplementary file 5 — Additional file 5.

Supplementary Figure 4

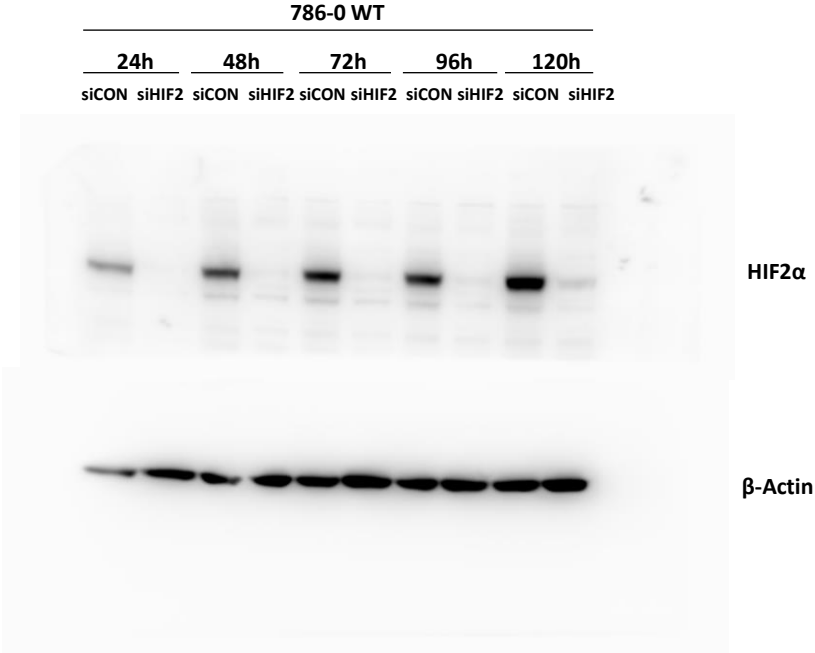

**Supplementary Figure 4. Uncropped western blot.** Protein expression of HIF2α in 786-0 WT cells transfected with siCON or siHIF2α and cultured for 24h, 48h, 72h, 96h or 120h. n=3.

How the deposited data were processed for this re-analysis (not part of the article)

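RNA was sequenced from the parental renal carcinoma cell line (WT), WT cells treated with 10 μM PT2385 for 48 h and a HIF2α knockout of the same line (KO), with 3 replicates of each. According to the paper, reads were checked with FastQC, trimmed with cutadapt, aligned to GRCh38 with STAR and counted on genes with featureCounts. The authors deposited the resulting counts, which are raw reads per gene without normalization, in 9 columns, and 0 columns were left unmapped to a sample. Conditions and replicate numbers were taken from the sample labels, and the dose and time from the paper's methods. The paper's text does not name the RNAseq of the knockout, so its results are given in the closing section only. The paper's text gives neither the annotation release nor the strandedness of counting, so genes that overlap another gene may hold some of its reads.

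The table lists 58735 gene identifiers, of which 58207 were paired with a symbol and a position through the reference annotation. Total counts per library ran from 11881000 to 14730081. Counts up to 3 were taken as the floor of detection. A fold change against a group whose libraries all lie at or under that floor is given as a lower bound. Each count carries counting error, and replicates differed by more than that error alone, so errors are given as the SD between replicates and as the standard error of the model.

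Each pair of groups was compared in its own model with edgeR 4.0.16 in R 4.3.3: TMM normalization, the filterByExpr filter with its default minimum of 10 counts, a quasi-likelihood F test, and Benjamini-Hochberg adjustment over all tested genes, with an adjusted p under 0.05 taken as differential expression. The same steps were run on simulated counts with known changes. These were drawn independently for each library from the untreated means, the library sizes and each gene's estimated dispersion. The steps recovered 92.9% of 197 changed genes, and 6.15% of the 195 calls were false. DESeq2 1.42.0, which the paper used, recovered 89.8% with 6.35% false, and edgeR with the replicate number in the model recovered 93.4% with 10.2% false. The simulated counts held no deviations shared by same-numbered replicates, so these shares may not hold for the real libraries. Gene lists for glycolysis, the mevalonate pathway and proliferation were tested with camera from limma 3.58.1, with its preset correlation between genes of 0.01. Gene families were tested with Fisher's exact test against all other tested genes. To relate the changes in KO to those with PT2385 without a shared control, fold changes were taken against different control replicates in the 6 possible ways.

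Named genes are those the paper names in its text, those of the heatmap in Fig. 3, and for each comparison the 5 genes with the largest fold change in each direction among differentially expressed genes with no overlap between the groups and a mean of at least 100 counts. Genes named outside this rule were chosen after their values were seen. These are the family members, single members of the gene lists and the genes with opposite changes or counts near the floor. Results for 1 gene of the paper's text and 1 gene family were left out of the text because they are withheld.

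The alternatives were DESeq2, RLE, upper-quartile and library-size scaling, no filter on low counts, a minimum of 10 counts in every library, the replicate number as a block, all 9 libraries in a single model, an adjusted p under 0.01, a test against a 1.5-fold change, and leaving out each replicate. Corrections for GC content and transcript length (a lowess of each library's log2 counts with a span of 0.3), binomial thinning to equal depth, leaving out FN1, and DESeq2 with no filter of its own input were added after the data were seen. Migration, invasion, proliferation, colony formation, western blots, RT-qPCR and the drug screen were left out because the deposited counts do not measure them. The enrichment of GO terms was left out because GO annotation was not used here.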

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

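Of the tests in this part, those of library size, FN1, GC content, transcript length, replicate pairing, the history of the knockout line and wild-type cells in the knockout, and the splits for the gene lists, were chosen only after the results were seen.

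The paper does not report RNAseq of the HIF2α knockout (KO) cells, which is why their results are given here. Against untreated WT cells, 4566 of 15192 genes were differentially expressed (edgeR, adjusted p under 0.05), 2230 higher and 2336 lower, and 6133 had an unadjusted p under 0.05. Of the 4 splits of the 6 libraries that part every same-numbered pair, 1 gave as many genes, which was the real one. The 9 other splits of all 10 called 0 genes, with 99 to 944 at an unadjusted p under 0.05. Each of these other splits mixes both groups on each side, so a real difference widens the spread within sides and lowers the calls. Their 0 calls therefore do not measure how many false calls the real comparison holds. With so few splits, chance cannot be given a share under 0.1. After thinning to equal depth 4492 genes were called, 4353 of them among the 4566, and without FN1, which took 2.52% of the counts in KO against 0.419% in untreated cells, 4565 were called, 4553 of them among the 4566. Library size and FN1 thus leave most of the calls in place. A single knockout line was sequenced, and the KO libraries alone cannot tell changes from its making or later culture apart from changes that follow the loss of HIF2α.

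EPAS1, the gene of HIF2α, fell in KO, with a log2 fold change of -3.52 (standard error 0.0963, adjusted p = 2.15e-09, lower in 3 of 3 replicates), but its counts did not vanish, with 8.65% of the untreated level left. If those counts came from wild-type cells in the knockout culture, every gene would keep at least that share. In contrast, 26 genes with at least 100 counts per untreated library kept a smaller share, among them ACKR3, with 0 counts in KO against 448 in untreated cells, and ROR2, with 5 against 1389. The counts therefore speak against wild-type cells as their source. Transcription of the disrupted gene was not tested, since counts per gene do not show which exons the reads came from.

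MARK1 and STUM were above the floor of detection in KO alone. MARK1 had 277 to 311 reads in the KO replicates, 0 in the untreated and 0 to 2 in the PT2385-treated replicates, and was at least 85.8-fold higher in KO than in untreated cells. STUM had 331 to 492 reads in KO and 0 in each of the 6 others, at least 115-fold higher. CCN3 was at least 59.5-fold higher in KO, with at most 2 reads in an untreated replicate and 1 to 8 with PT2385. Depth does not differ enough to matter for these genes, since total counts of all libraries lie between 11881000 and 14730081. PT2385 left MARK1 and STUM at the floor of detection. Whether they follow the absence of HIF2α or arose while the knockout line was made was not tested.

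KCNIP3 and PXDN changed in opposite directions in KO and upon PT2385 treatment. KCNIP3 had a log2 fold change of -0.88 with PT2385 and 2.05 in KO, and the direct comparison of KO with PT2385 gave 2.91 (adjusted p = 1.07e-07, edgeR). PXDN had -0.49 with PT2385 and 2.23 in KO, with 2.70 in the direct comparison (adjusted p = 6.02e-08). The fall of PXDN with PT2385 is the less stable value, since its adjusted p of 0.0399 became 0.0567 with DESeq2 and it lost its call in 5 of the 6 fits that left out one replicate. With the replicate block its adjusted p was 0.0102. Both genes were separated in every replicate in each of these comparisons.

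In all, 52 genes were called in opposite directions, 24 of them lower with PT2385 and higher in KO and 28 the reverse. All 52 also differed between KO and PT2385 directly, which their selection makes nearly certain. The total of genes with opposite calls was 50 after thinning and 53 without FN1. It was 149 with the replicate block, 160 with the block and a length correction and 215 with the block and a GC correction. The total thus depends on how replicates are treated and, with the block, on the GC correction. The opposite calls remained for 46 of the 52 genes after thinning to equal depth, for 52 without FN1, for 51 with the replicate block and a GC correction, for 51 with the block and a length correction, and for 52 with the block alone. Most of the 52 thus keep their opposite calls in each setting. The corrections for GC content and length were made together with the block only. The GC correction moved the total from 149 to 215, yet 51 of the 52 kept their opposite calls. This argues against GC content as the sole source for those genes. With the block weaker changes also pass, so a part played by GC content is not excluded. The length correction moved the total less, from 149 to 160, so it says less about length. An independent knockout line was not analysed here, so the 52 genes cannot be told apart from changes that arose while the knockout line was made. A candidate explanation besides that is that HIF2α held inactive by PT2385 is not equivalent to its absence.

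The mevalonate genes differed between KO and PT2385. Their median log2 fold change between KO and PT2385 was 0.45, with 21 of 22 genes higher in KO (limma's camera, adjusted p = 0.0169 over the 3 lists, and 4.74e-05 with the replicate block). The difference was not the same in each replicate pair. Against the untreated replicate of the same number, the median of the list was -0.31, -0.50 and -0.36 with PT2385 and 0.07, 0.20 and -0.36 in KO, so that the third replicates had the same median. These genes also vary with the replicate number (camera adjusted p = 2.70e-35 for replicate 3 against replicate 1), and camera's preset correlation between genes understates how closely they move together. Of the 4 splits that part every same-numbered pair, 2 gave as small a p as KO against PT2385, and 5 of all 10 did. With the replicate block 2 of the 4 did as well with camera. With fry, another test for gene lists, and the block, 1 of the 4 did, the real one, but its unadjusted p was 0.165. The difference between KO and PT2385 cannot be told apart from variation between culture replicates.

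The proliferation genes also differed between KO and PT2385, with a median log2 fold change of -0.17 and 19 of 20 genes lower in KO (limma's camera, adjusted p = 0.0169 over the 3 lists, and 0.00252 with the replicate block). They too vary with the replicate number, being higher in replicate 3 than in replicate 1 (adjusted p = 3.68e-08). Here too 2 of the 4 splits that part every same-numbered pair gave as small a p, and 4 of all 10 did. With the replicate block 1 of the 4 did, the real one, so the difference stands out only once same-numbered replicates are paired.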

How the results depend on the processing

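The comparisons, the rule for named genes and most alternatives were chosen before the data were examined, while genes named outside the rule were chosen after. The corrections for GC content and transcript length, thinning to equal depth, leaving out FN1 and DESeq2 without a filter were chosen only after the results were seen, as were the splits for the heatmap and the gene lists.

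The number of genes called between PT2385-treated and untreated cells was 1162. It stayed within 1.5 times that number with DESeq2, every scaling, either low-count filter, all 9 libraries in a single model, the GC or length correction alone, thinning alone and without FN1, from 953 to 1701. It was 2305 with the replicate block, 3033 with the block and the GC correction, 2466 with the block and the length correction, and 2318 with the block and thinning. A threshold of 0.01 left 516 genes and a test against a 1.5-fold change left 172. Across the 6 fits that each left out one replicate the number ran from 574 to 1451. Replicates of the same number share deviations (mean correlation 0.341), which the block takes into account. On simulated counts the block raised the share of false calls from 6.15% to 10.2%. Those counts held no deviations shared by same-numbered replicates, so they do not show how often the block errs on the real libraries. The cause of the other moves was not tested.

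For KO against untreated cells the number was 4566, and it was 2788 at the threshold of 0.01 and 882 with the test against a 1.5-fold change. With one replicate left out it ran from 3344 to 5094, and the replicate block gave 5501. For KO against PT2385 the number was 2897, and it was 1657 at the threshold of 0.01, 528 with the test against a 1.5-fold change and 3783 with the replicate block. It ran from 1836 to 3190 with one replicate left out. Both strict settings must lower a count, and the cause of the spread between left-out replicates was not tested.

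The share of up-regulated genes among the calls for PT2385 depended on scaling, with 40.0% under TMM and 47.8% under library size alone. No scaling moved the median log2 fold change of all genes by more than 0.0217 in this comparison.

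The correlation across genes between the changes in KO and those with PT2385 was 0.441 (SD 0.0224 over the 6 choices of disjoint controls). With shared controls it was 0.568. There the same controls enter both fold changes, and each fold change also rests on all 3 control replicates. Which of these raised the correlation was not tested. The correlation was 0.773 over the genes called with PT2385 alone and 0.304 as Spearman's correlation. Genes are not independent replicates, and no p is given.

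The mevalonate list under PT2385 had a median log2 fold change of -0.39 and a camera adjusted p of 4.23e-04. With fry in place of camera the median was the same, -0.39, and the adjusted p was 0.244. Among the alternatives, p for lists was computed with fry, RLE scaling, at least 10 counts in every library and the replicate block only, and for this list the adjusted p ran from 1.13e-12 (camera with the replicate block) to 0.244. With fry and the replicate block together, a pairing chosen after the data were seen, it was 0.0191. The 5 other results for gene lists kept their side of the threshold under these 4. With fry and the block together, the proliferation list under PT2385 also passed (adjusted p = 0.0191, median -0.06).

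Between 40 and 50 of the genes of Fig. 3 were called in each setting, the lowest with the test against a 1.5-fold change. The 92 results for single genes were followed through DESeq2, the scalings, the filters on low counts they passed, the replicate block, the single model and leaving out each replicate, and not through the stricter thresholds or the corrections added later. Through these, 83 kept their direction and their side of the threshold. In 5 the call was lost in at least one setting and in 3 (RAB6B, LAMA5 and HIF1A) a call was gained. The other 1 reversed without PT2385 replicate 3 and was not past the threshold. This gene, CDK4, ran from -0.0598 to 0.154 with one replicate left out, and the cause was not tested.

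Depth limits genes with few reads. RAB6B, with 1 to 12 reads in the untreated replicates, had log2 fold changes from 1.13 to 2.97 with one replicate left out. For genes at 0 to 3 reads in every replicate of a group, only a lower bound on the fold change can be given.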

Differences from the paper's values

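The tests in this part are the alternatives of the part above, and those with corrections for length, GC content or depth were chosen only after the values were seen.

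The paper's text and Fig. 3 give RAB6B among the genes up-regulated upon PT2385 treatment, and Fig. 3 gives LAMA5 as well. RAB6B had a log2 fold change of 1.61 and an adjusted p of 0.106 (edgeR), and LAMA5 had 0.64 and 0.0586. Both were higher in every PT2385-treated replicate than in every untreated one. In KO against untreated cells both were called higher (edgeR). The log2 fold change there was 4.86 for RAB6B (adjusted p = 2.24e-06) and 2.81 for LAMA5 (adjusted p = 9.83e-08). The KO values do not test the effect of PT2385 itself. DESeq2, the tool the paper names, gave adjusted p-values of 0.120 for RAB6B and 0.0575 for LAMA5, and DESeq2 without a filter, chosen after seeing the values, gave 0.165 and 0.0795. Of the alternatives set before the data were examined, no filter on low counts (0.00601 for RAB6B and 0.00570 for LAMA5) and the replicate block (0.0324 and 0.00583) called both genes. RAB6B was also called without control replicate 2 (0.0170). LAMA5 was also called with all 9 libraries in a single model (0.0422) and without PT2385 replicate 3 (0.0126). Among the alternatives chosen after seeing the values, the replicate block with the GC correction (0.00910 for RAB6B and 0.00253 for LAMA5), with the length correction (0.0185 and 0.00184) and with thinning (0.0288 and 0.00860) called both, and the length correction alone called LAMA5 (0.0332). Over all alternatives with a value, other than the test against a 1.5-fold change, the adjusted p ran from 0.00601 to 0.310 for RAB6B and from 0.00184 to 0.249 for LAMA5.

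The paper's methods describe the heatmap as made from equal numbers of the most up-regulated and the most down-regulated genes. Fig. 3 shows 13 higher and 37 lower genes. In the counts, 6 of the 13 were among the 50 called genes with the largest rise and 23 of the 37 among the 50 with the largest fall. The legend of Fig. 3 describes the genes as the most variant significant ones, and 27 of the 50 genes had a p among the 50 smallest.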

Other observations

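In this part, the splits of samples for the heatmap and the gene lists, the tests of GC content, transcript length, library size and replicate number for the mevalonate genes, and the test of the heatmap genes in KO were chosen only after the results were seen.

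For PT2385 against untreated cells, 1 of the 4 splits that part every same-numbered pair gave as many called genes, which was the real one with 1162. Of all 10 splits the 9 others called 0 genes, with 155 to 1185 at an unadjusted p under 0.05, and the 3 others that part every pair had 155 to 195. For KO against PT2385, 1 of the 4 such splits gave as many as the real 2897, and the 9 others of all 10 called 0 genes, with 109 to 1249 at an unadjusted p under 0.05. For the genes of Fig. 3, 1 of the 4 splits gave as many of the 50 genes as the real 48. No odds ratio of a gene family could be computed for the other splits, since they called 0 genes. The other splits mix both groups on each side, so a real difference widens the spread within sides and lowers their calls. Their 0 calls therefore do not measure false calls in the real comparisons. In no case can 10 splits show a share under 0.1.

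The genes of Fig. 3 also changed in KO. In KO, 48 of the 50 were called in the direction of Fig. 3. Their median rank by p in KO was 41, against 299 in random lists matched on their rank with PT2385, of which the lowest had 118 (permutation p = 1e-04, the smallest that 10000 lists can give). The 2 others, KCNIP3 and PXDN, are lower in Fig. 3 and were called higher in KO, and PXDN ranked 1005 by p with PT2385 and 45 in KO. A choice of heatmap genes that used the KO libraries is consistent with this. A choice that favours direct targets of HIF2α could account for the 48 genes but less readily for these 2. The random lists were not matched on fold change, so they cannot tell use of KO from a choice of genes with large changes. How the genes were chosen was not tested further.

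Of 14844 genes tested in both comparisons, 1156 were called with PT2385, 4437 in KO and 850 in both. Among the 850, 798 (93.9%) changed in the same direction, 504 of them lower and 294 higher. The change was larger in KO for 568 of the 798 (71.2%), with a median ratio of 1.27. With disjoint controls, 88.6% of the genes called with PT2385 had the same sign in KO, from 87.5% to 89.1% over the 6 choices of controls. As a yardstick, genes were called from 2 replicates of each group and their sign was taken in the replicate left out. There the PT2385 replicate had the same sign in 97.0%, 100% and 97.5% of the genes and the KO replicate in 86.1%, 92.1% and 85.0%, among 863, 278 and 1054 genes. The hypothesis that PT2385 acts through HIF2α alone predicts nearly the same sign everywhere. The share in KO is below the yardstick, but changes that arose while the knockout line was made would lower it as well, so the test does not decide. Another 306 genes were called with PT2385 and not in KO, of which 114 also differed between KO and PT2385 directly.

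Of 262 genes that changed at least 4-fold in KO and were tested with PT2385, 120 (45.8%) were called in the same direction with PT2385, 52 changed less than 1.2-fold and 5 were called in the opposite direction. LAYN, with 295 to 321 reads in untreated, 302 to 355 in PT2385-treated and 2 to 7 in KO replicates, NUP210 and AIF1L fell in KO and not with PT2385. JAG1 rose more with PT2385 than in KO, where its log2 fold change was 1.06 (direct comparison -1.34, adjusted p = 2.17e-05, edgeR). FN1 rose more in KO, with a log2 fold change of 2.59 (direct comparison 1.57, adjusted p = 9.91e-06). HIF1A was higher in KO (log2 fold change 0.79, standard error 0.163, adjusted p = 0.00364, higher in 3 of 3 replicates).

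Glycolytic genes were tested on the hypothesis that they depend on HIF1α, which the cell line lacks, and would not fall. They fell with PT2385 (camera adjusted p = 2.83e-05, median log2 fold change -0.19, 11 of 16 genes lower, 8 called, of which PFKM was higher) and in KO (adjusted p = 0.00546, median -0.08, 11 of 16 lower, 7 called, of which PFKM and ENO1 were higher). With upper-quartile or library-size scaling 10 of 16 were lower with PT2385. The real split gave the smallest p in each comparison, 1 of the 4 splits that part every pair for PT2385 and 1 of 4 for KO. The hypothesis is not borne out for the list as a whole.

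Proliferation genes were tested because the paper found no effect of PT2385 on growth. The list did not pass with PT2385 (camera adjusted p = 0.513, median log2 fold change -0.06, 15 of 20 genes lower), and 2 of the 4 splits gave as small a p. With upper-quartile or library-size scaling 13 of 20 were lower. With the replicate block the list did not pass camera either (adjusted p = 0.401) but passed fry (adjusted p = 0.0191), where 1 of the 4 splits, the real one, gave as small a p. In KO the list was lower (adjusted p = 0.00721, median -0.23, 18 of 20 lower), but 2 of the 4 splits gave as small a p there too. With the replicate block it was also lower (camera adjusted p = 0.00226, and 0.00725 with fry), and 1 of the 4 splits, the real one, gave as small a p. The fall in KO thus stands out among the splits only once same-numbered replicates are paired, the result with PT2385 depends on the pairing and the test, and 4 splits cannot exclude chance.

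Mevalonate genes were tested on the hypothesis that loss of HIF2α changes the pathway where PT2385 does not, since the paper ties the response to statins to HIF2α. In KO the list did not pass (camera adjusted p = 0.726, median log2 fold change 0.05, 7 of 22 genes lower), and all 4 of the 4 splits gave as small a p. With PT2385 it was lower (adjusted p = 4.23e-04, median -0.39, 19 of 22 lower), though only 1 of the 22 genes was called singly, and 1 of the 4 splits gave as small a p. Of all 10 splits 4 did, and the other 3 leave same-numbered replicates together. The list was lower in each same-numbered pair, in 19, 21 and 20 of 22 genes, and lower than all of 10000 random lists in each. The third KO replicate was also lower than all of its random lists (21 of 22 genes) and the second was above 99.9% of them, so variation between replicates alone can reach that yardstick. With the replicate block the adjusted p with PT2385 was 1.13e-12, and 1 of the 4 splits gave as small a p with the block. The median was -0.39 with the block alone, -0.41 with the block and a GC correction, -0.41 with the block and a length correction, and -0.39 with the block and thinning to equal depth, so these corrections hardly moved it and say little about the source of the fall. With the block the list was also lower than all of 10000 lists of genes of similar GC content, length and expression, whose lowest median was -0.13, a test chosen after the results were seen. By this test GC content and length are unlikely sources. Variation between replicates is not excluded. The list passes fry only with the block, and 4 splits cannot exclude chance. A fall of mevalonate gene expression upon PT2385 treatment may thus be a hypothesis for an independent experiment.

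Expression followed the replicate number in part. With the group in the model, 409 of 15655 genes differed between replicate numbers (edgeR, adjusted p under 0.05), and 221 were higher and 188 lower in replicate 3 than in replicate 1. They included 17 of the 22 mevalonate genes. The mevalonate list was lower in replicate 3 than in replicate 1 (limma's camera, adjusted p = 2.70e-35, median log2 fold change -0.58, 21 of 22 genes lower) and the proliferation list was higher, with a median of 0.20. Among single genes, INSIG1 changed by -1.12, HMGCS1 by -0.99 and LSS by -0.82. A difference in culture conditions such as cell density or medium between experiment dates is a candidate explanation, but neither the labels nor the paper gives dates, and it was not tested.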
